A study of Escherichia coli with 28 samples.

How the data were processed

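Plasmid libraries of mutated proteins were sequenced before and after growth of Escherichia coli DH5alpha, a laboratory cloning strain, in medium with trimethoprim (TMP). TMP is an antibiotic. Per the labels, each protein was inserted into a split reporter, so that growth of the cells in TMP depended on the insert. The 28 samples were 6 libraries before and 22 libraries after selection. They covered 6 targets, named 108 opools, 6LYD, 6TN7, 7CHQ, 6LF2 and 7F0K in the labels. The 108 opools and 6LYD targets had 9 after libraries each, and the other 4 targets had 1 each. After libraries carried a pair of numbers in their titles. The first was 10, 25, 100 or 400 and the second was 1, 2 or 3. The single after libraries were 25-2 for 6TN7 and 7CHQ, 10-2 for 6LF2 and 10-3 for 7F0K. Differences between these targets therefore cannot be separated from differences in label numbers, except between 6TN7 and 7CHQ. The labels state neither the unit of the first number nor whether the second is a replicate or a serial round, although the treatment protocol speaks of a first round at a specific TMP concentration. Every sample was therefore its own group, and averages over the 9 after libraries of a target are descriptive and do not treat them as replicates. If the second number is a serial round, the 3 libraries of 1 first number come from a single culture and are not independent.

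Per the labels' protocols, plasmids were extracted from cell pellets, amplified by PCR with sequencing adapters and sequenced. The aligner, the counter, their versions and the rules for calling a substitution are not stated. The files deposited by the authors hold whole-number counts of each variant before and after selection, with no header line. For 5 of the 6 targets the deposited files list amino-acid variants with at least 10 counts before selection (15 for 7CHQ and 7F0K) and at least 1 count after it. Variants lost entirely during selection are therefore unseen for 6TN7, 7CHQ, 6LF2 and 7F0K. For 6LYD, 504 of the 2724 variants are missing from some of the 9 files, with a median of 11 counts before selection, and a missing entry was taken as a count of 0. The same files give a score, which the deposited values show to be the natural log of the after-to-before count ratio over that of wild type, and its standard error. Recomputing both from the counts gave the deposited values within 6.22e-15. The 108 opools files give the authors' counts per DNA sequence without a score, list sequences with 0 counts after selection, and name several proteins, among them BBL, villin and hYAP65. In their listing the substitutions of a variant are separated by commas within a field, so their unit was established by reading each count as a whole number. Each listed sequence carried the substitutions it is named by. Residues are counted from residue 1 of the insert as the files number it. The inserts are carried on plasmids, so genome coordinates do not apply.

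For 108 opools, counts of DNA sequences encoding the same protein and substitutions were summed, which left 5344 variants from 14711 sequences. This level was chosen after the data were examined. Results for some items of this target, with its position means and additivity, are not reported here. The main scale was the wild-type count of each library. For 108 opools it was the sum over wild-type entries, 13712 counts before selection, of which 91 were BBL. Villin and hYAP65 had no wild-type entry, so values of these 3 proteins are mostly not relative to their own wild type. The log2 enrichment of a variant was log2 of (after count + 0.5) over (before count + 0.5), minus the same value for wild type. Its counting standard error (SE) was the square root of the summed reciprocal counts, divided by the natural log of 2. Wilson 95% intervals were computed for wild-type shares. All such intervals and SEs cover counting error only, because PCR reads without molecular identifiers are not independent molecules.

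Variants of 6LYD and 108 opools with at least 10 counts before selection were tested with edgeR 4.0.16 (R 4.3.3) by its quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05. The selection fit used 10 libraries, with terms for selection, for log2 of the first label number and for the second label number as a factor. In this fit the lone before library is assumed to vary like the others. The trends over the first and the second number were each fitted on the 9 after libraries with the other number as a factor, which serves as the replicate block. Each fit had 5 residual degrees of freedom. Files of the other 4 targets hold 1 library before and 1 after selection, so their values have no replicate check and no p-value.

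Class medians, with 95% intervals from order statistics, position means and correlations used variants with at least 100 counts before selection, and classes of fewer than 6 variants were left out. Position means required 3 or more substitutions. The departure of a double substitution from additivity was its log2 enrichment minus the sum of both singles, and was counted when beyond 3 counting SE. With 9 libraries, counts of such pairs, departures of named pairs, class medians and values of single variants grouped by before count or by stop residue were summarised by the median over libraries, and position values by the mean over libraries. Because the 9 libraries share 1 before library, 20 sets of unchanged libraries were simulated to give the correlation that sharing alone produces.

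Named variants followed a rule fixed before the data were examined. For 6LYD and 108 opools these were the 3 highest and 3 lowest single substitutions by selection coefficient with adjusted p under 0.05, at least 100 counts before selection and the same sign in all 9 libraries. For the other targets they were the 2 highest and 2 lowest singles by log2 enrichment, with at least 100 counts before selection. The 3 highest and 3 lowest positions of each target were named, and the 2 pairs with the largest positive departure in SE units, which had to be positive in every library.

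Alternatives fixed at the same time were total-count scaling, TMM factors, DESeq2 (1.42.0) size factors, the DESeq2 Wald test, no count filter, minimums of 10, 100 or 1000 counts, leaving the other label number out of the model (no replicate block), leaving out each after library in turn, pseudocounts of 1 and 5, after-library values centred on the 9-library mean, a limit of 5 SE and medians in place of means. In the selection fit, the alternative without the replicate block left out both label numbers. Adjusted p-values that DESeq2 gave as missing stayed missing. Analysis of single DNA sequences and the omission of missing 6LYD entries were added later.

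The fits were tested on simulated counts with known changes of 2-fold over the range of the tested term. Changed variants were drawn only from those with at least 100 counts before selection. Recovery was therefore not tested for rarer variants, which number 1948 in 6LYD and 5149 in 108 opools. The selection fit recovered 99.5% of 200 changed variants among 2152 tested for 6LYD and 74.1% of 193 among 4658 for 108 opools, with 5.69% and 1.38% of calls false. The first-number trend recovered 97.5% among 2712 variants and 83.9% among 5312, with 3.94% and 4.14% of calls false. The second-number trend recovered 97.5% among 2707 and 87.6% among 5313, with 5.34% and 8.15% of calls false. In a simulation of 6125 pairs of 6TN7, the additivity step recovered 100% of 200 raised pairs and counted 0.0506% of the others. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the descriptive values.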

Results

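Abundance of inserted protein variants was measured in E. coli before and after trimethoprim selection through a split reporter, to ask which substitutions the inserted proteins tolerate. Total counts before selection were 3472426 for 108 opools, 1201989 for 6LYD, 1432325 for 6TN7, 2110957 for 7CHQ, 542276 for 6LF2 and 6024268 for 7F0K. The after libraries of 108 opools held between 2806113 and 4689171 counts, and those of 6LYD between 1409550 and 2041581. The single after libraries held 2302996 (6TN7), 2368285 (7CHQ), 1237606 (6LF2) and 6841878 counts (7F0K). The number of listed variants was 5344 for 108 opools after summing DNA sequences, 2724 for 6LYD, 7565 for 6TN7, 28260 for 7CHQ, 11167 for 6LF2 and 40406 for 7F0K. Wild type is included once in each of these except 108 opools, which has 2 wild-type entries. Single substitutions took 45.5% of the 6LYD counts before selection, 46.7% for 6TN7, 38.7% for 7CHQ, 38.5% for 6LF2, 20.8% for 7F0K and 59.0% for 108 opools.

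The wild-type share rose after selection in every library of 5 targets. In 6LYD it was 45.5% before selection (95% Wilson interval 45.4 to 45.6%) and lay between 50.3% in library 400-1 and 57.1% in library 25-3 afterwards. It rose from 32.5% (32.4 to 32.6%) to 39.2% (39.1 to 39.2%) in 6TN7, from 21.1% (21.1 to 21.2%) to 26.0% (26.0 to 26.1%) in 7CHQ and from 8.93% (8.91 to 8.96%) to 13.1% (13.0 to 13.1%) in 7F0K. In 108 opools it was 0.395% before selection (0.388 to 0.402%) and between 0.468% and 0.560% in the 9 after libraries. In 6LF2 it fell from 23.3% (23.2 to 23.4%) to 22.0% (22.0 to 22.1%). Within 108 opools, villin sequences rose from 7.01% to between 8.20% and 13.2%, and hYAP65 sequences from 1.44% to between 1.67% and 2.72%, each above its before share in 9 of 9 libraries. BBL went from 31.9% to between 24.8% and 33.5% and was above its before share in 1 of 9 libraries.

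The first comparison asked which 6LYD variants changed in abundance relative to wild type under selection. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 1579 of 2723 variants passed the threshold, 9 higher and 1570 lower than wild type. The median log2 change over all tested variants was -1.12. This family of results moved most when both label numbers were left out of the model (no replicate block), which left 361 variants, all lower. The direction of the calls is relative to wild type and depends on the scale. With TMM factors 1279 variants passed, 549 higher and 730 lower, and the median over all variants was -0.27; with DESeq2 size factors it was 1276, 550 higher and 726 lower, and the median was -0.26. Total-count scaling moved that median to -0.89. Of the 775 variants with at least 100 counts before selection 484 (62.5%) passed, and of the 1948 with fewer 1095 (56.2%) passed. All 1095 were lower and 0 higher. Variants are listed from 10 counts in the 1 before library, which all 9 after libraries share. Before counts that are high by chance would lower rare variants in every library, so these lower calls may partly reflect the minimum.

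Single substitutions of 6LYD with the same sign in all 9 libraries numbered 264 among those past the threshold with at least 100 counts before selection, 9 of them higher. The lowest 3 were I17N, I32N and I6N. I17N had a selection coefficient of -4.92 (SE 0.19, edgeR adjusted p 2.1e-23) and was lower in 9 of 9 libraries, with log2 values from -6.80 to -3.41, 303 counts before selection and 4 to 37 after. I32N stood at -4.87 (SE 0.14, edgeR adjusted p 3.3e-27, lower in 9 of 9 libraries, 566 counts before). For I6N the coefficient was -4.82 (SE 0.12, edgeR adjusted p 1.4e-29, lower in 9 of 9 libraries, 1015 counts before). The highest 3 were L24Q at 0.28 (SE 0.08, edgeR adjusted p 0.00558), K9R at 0.26 (SE 0.07, adjusted p 0.00172) and L3P at 0.25 (SE 0.08, adjusted p 0.00518), each higher in 9 of 9 libraries. All 9 libraries share 1 before count, so equal signs are not separate evidence: in simulated unchanged libraries 13.2% of variants were higher in all 9 (9.56% in 108 opools). Without the replicate block these 3 did not pass, at adjusted p 0.0997, 0.141 and 0.156, and L3P also did not pass the DESeq2 Wald test at 0.0502. Over the 16 alternatives the adjusted p ranged from 2.1e-25 to 0.0997 for L24Q, from 3.3e-33 to 0.141 for K9R and from 9.6e-30 to 0.156 for L3P.

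The trend over the first label number, which was 25, 100 or 400, passed the threshold of edgeR's quasi-likelihood test for 254 of 2723 6LYD variants, 238 with higher and 16 with lower relative abundance at a larger number. This result moved most without the replicate block, where 0 variants passed and 143 had an unadjusted p under 0.05; the DESeq2 Wald test with the block called 198 of the 928 variants it gave an adjusted p. It also rested on single libraries: 33 variants passed without library 400-2, 91 without 25-3, 92 without 400-3 and 109 without 25-2. The direction depended on the scale, since TMM factors gave 57 higher and 87 lower and DESeq2 size factors gave 52 higher and 105 lower. Over the second label number, whose meaning the labels do not give, 1050 variants passed, 18 with higher and 1032 with lower abundance at a larger number, and the median slope over all variants was -0.31 per step. Leaving out any single library gave between 782 and 1019. With TMM factors the split was 385 higher and 577 lower, with a median slope of -0.08, and with DESeq2 size factors 386 and 574, with a median of -0.08.

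In 108 opools, 1615 of 5342 variants passed the selection test by edgeR's quasi-likelihood method, 188 higher and 1427 lower than wild type, with a median of -0.54 over all variants. A minimum of 100 counts before selection moved this most, to 125 of the 193 variants it left, and testing each DNA sequence on its own gave 3429 of 14159. The split depended on the scale. It was 407 higher and 929 lower with total counts (median -0.17), 598 and 852 with TMM factors (median -0.03), and 508 and 919 with DESeq2 size factors (median -0.11). Of the 193 variants with at least 100 counts before selection 116 (60.1%) passed, against 1499 (29.1%) of the 5149 with fewer. Sequences of this target are also listed from 10 before counts, so before counts high by chance may lower its rare variants too. The common dispersion was 0.0409 here and 0.00408 in 6LYD.

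Single substitutions of 108 opools that met the same criteria numbered 45, of which 4 were higher. The highest was BBL L6W at 0.29 (SE 0.09, edgeR adjusted p 0.0160), higher in 9 of 9 libraries. It passed under 14 of 16 alternatives and did not pass the DESeq2 Wald test (0.164) or the fit without the replicate block (0.247), and its adjusted p over the alternatives ranged from 4.4e-06 to 0.247. This value is expressed relative to wild-type entries of which 91 of 13712 counts before selection were BBL.

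Over the first label number, 45 of 5320 108 opools variants passed, 35 higher and 10 lower at a larger number. Without library 25-1 the count was 123, and without 400-2 it was 27. Total counts gave 29 higher and 14 lower, TMM factors 17 and 16, and DESeq2 size factors 17 and 20. Over the second number 530 passed, 32 higher and 498 lower at a larger number. That count fell to 255 without library 100-3, 269 without 25-1, 289 without 400-3, 309 without 100-1 and 326 without 400-1. Its split was 92 higher and 234 lower with total counts, 123 and 213 with TMM factors, and 116 and 221 with DESeq2 size factors, and the median slope of all variants moved from -0.14 to -0.04, -0.02 and -0.02.

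Class medians described the libraries without a test. In 6LYD the median log2 enrichment of 460 single substitutions ranged over the 9 libraries from -0.56 in 25-3 to -0.17 in 400-1, and that of 283 double substitutions from -0.81 to -0.20. At each first number both medians were lower at a larger second number. In 108 opools the ranges were -0.55 to -0.12 for 73 singles, -0.97 to -0.25 for 66 doubles and -1.26 to -0.55 for 52 variants with 3 or more substitutions. The count minimum moved these medians most: as a median over libraries, the 6LYD doubles went from -0.43 to -1.22 with at least 10 counts before selection, and the 108 opools variants with 3 or more substitutions from -0.79 to 0.02 with at least 1000. Under total-count scaling the median of the 108 opools singles was 0.09 in place of -0.26.

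**Figure D1:**
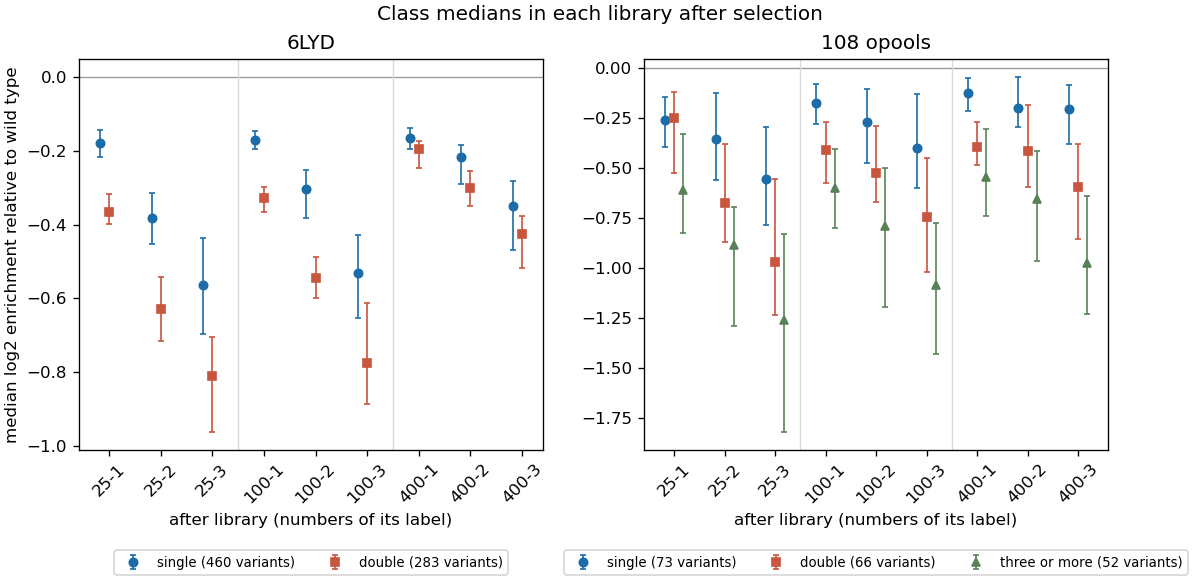
Median log2 enrichment relative to wild type (vertical axis) in each of the 9 after libraries (horizontal axis, named by both label numbers) of 6LYD and 108 opools, for variants with at least 100 counts before selection; bars are 95% order-statistic intervals over variants, and the vertical scales differ between panels. In 6LYD the singles lie between -0.56 and -0.17 and the doubles between -0.81 and -0.20, and medians fall from second number 1 to 3 at each first number.

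Stop codons and proline substitutions served as internal references for loss of the folded insert. The stop class includes stops joined with further substitutions, unlike the prolines and other singles. In 6LYD the median of 32 variants with a stop ranged from -5.69 to -3.71 over the 9 libraries, that of 18 proline substitutions from -1.34 to -0.44, and that of 442 other singles from -0.55 to -0.16. In 6TN7 the median was -5.64 (95% interval -5.99 to -5.24) for 77 stop variants, -1.12 (-2.43 to -0.35) for 45 prolines, -0.28 (-0.35 to -0.24) for 506 other singles and -0.34 (-0.39 to -0.28) for 703 doubles. In 7CHQ it was -5.11 (-5.36 to -4.79) for 46 stops, -0.36 (-1.20 to -0.14) for 28 prolines, -0.09 (-0.10 to -0.07) for 465 other singles and -0.12 (-0.15 to -0.10) for 787 doubles. In 7F0K it was -7.02 (-7.21 to -6.78) for 275 stops, -2.30 (-2.58 to -0.57) for 27 prolines, -0.26 (-0.32 to -0.20) for 516 other singles, -0.76 (-0.79 to -0.72) for 3613 doubles and -1.46 (-1.51 to -1.39) for 6248 variants with 3 or more substitutions. In 6LF2 it was -5.01 (-5.34 to -4.37) for 41 stops, -3.81 (-4.72 to -1.46) for 14 prolines, -2.38 (-2.70 to -2.02) for 526 other singles and -1.93 (-3.13 to -0.98) for 97 doubles. The intervals of prolines and other singles overlapped in 9 of 9 libraries of 6LYD, in 6LF2 and, narrowly, in 6TN7, and those of doubles and other singles overlapped in 6TN7, 7CHQ, 6LF2 and 4 of 9 libraries of 6LYD. Single stops alone had medians of -5.59 (30 variants) in 6TN7, -4.65 (17) in 7CHQ, -4.99 (37) in 6LF2 and -5.67 (37) in 7F0K. The deeper value of all 7F0K stops thus comes with their further substitutions. Of all stop variants 95.1% lay below 0 in 6LF2 and 94.2% in 7F0K. A minimum of 10 counts moved this family most, taking the 7F0K stops to -5.37. In all 5 proteins, single stops at glutamate and glycine residues had a higher median than other single stops. With total-count scaling the median of other singles was 0.21 in 7CHQ and 0.29 in 7F0K.

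**Figure D2:**
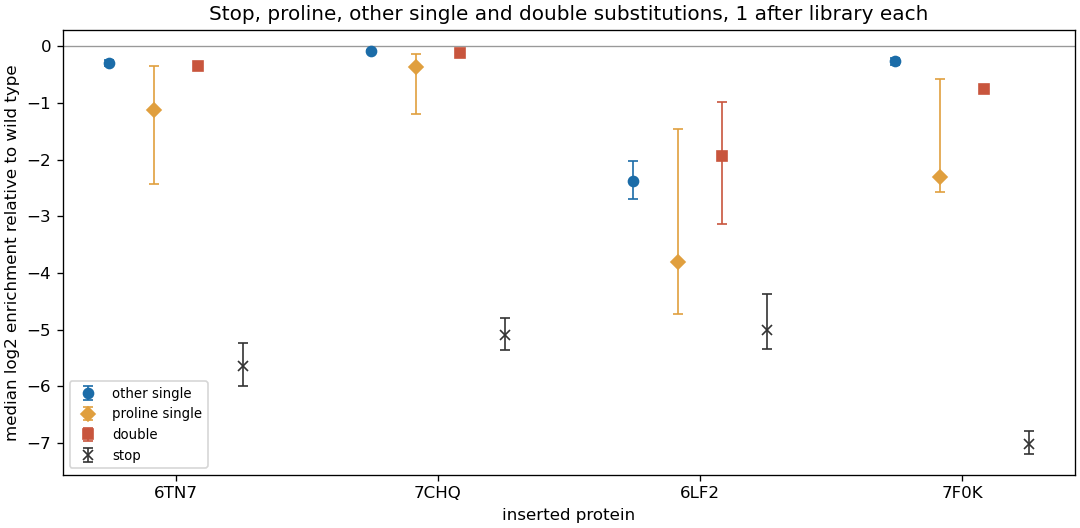
Median log2 enrichment relative to wild type (vertical axis) of 4 variant classes in the 4 proteins with 1 after library (horizontal axis); points are medians over variants with at least 100 counts before selection and bars are 95% order-statistic intervals. Stop variants lie at -5.64, -5.11, -5.01 and -7.02 in 6TN7, 7CHQ, 6LF2 and 7F0K. They include stops joined with further substitutions. Single stops alone, not drawn, had medians of -5.59, -4.65, -4.99 and -5.67 in the same order. The other singles of 6LF2 lie at -2.38, below those of the other 3 proteins. The label numbers differ (25-2 for 6TN7 and 7CHQ, 10-2 for 6LF2, 10-3 for 7F0K), so this difference cannot be assigned to the protein.

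Log2 enrichment was correlated between the 9 libraries across variants, which are not independent replicates. In 6LYD, over 775 variants, the mean Pearson r was 0.978 for 9 pairs of libraries with the same second number (mean Spearman rho 0.936), 0.948 for 9 pairs with the same first number (rho 0.937) and 0.942 for 18 pairs with neither (rho 0.916). Sharing the before library alone gave a mean r of 0.582 in simulated unchanged libraries. In 108 opools, over 193 variants, the mean r was 0.933 (rho 0.911), 0.936 (rho 0.919) and 0.909 (rho 0.887) in the same order, against 0.488 from sharing alone. These values moved most when each variant was centred on its 9-library mean, which removes the before library: mean r was then 0.557, -0.265 and -0.357 in 6LYD, and 0.214, 0.00128 and -0.340 in 108 opools. Centring by itself pushes correlations below 0.

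Position means of single substitutions were computed for 83 positions of 6LYD, 97 of 6TN7, 84 of 7CHQ, 126 of 6LF2 and 92 of 7F0K. The 6LYD values, each a mean over the 9 libraries, ran from -2.80 at T58 to 0.20 at L24, and 31 of the 83 positions lay below -1. T58 (library means from -4.22 to -1.37), L83 (-2.54) and H43 (-2.53) were the lowest, and L24 (library means from 0.11 to 0.34), N34 (0.03) and S38 (0.03) the highest. The library means of N34 and S38 included values below 0. In 6TN7 the lowest were L15 (-3.01), L35 (-2.49) and L29 (-2.46), and the highest Q88 (0.34), A89 (0.31) and E91 (0.22). With a minimum of 10 counts before selection Q88 fell to 0.11, below A89 and E91. In 7CHQ the lowest were A29 (-1.27), Y4 (-1.17) and I6 (-1.12), and the highest E41 (0.09), T71 (0.08) and G67 (0.07), whose SDs over substitutions were 0.15, 0.16 and 0.13. In 7F0K they were K74 (-2.37), L12 (-1.82) and Y48 (-1.79) against K92 (0.33), K85 (0.30) and R14 (0.20). R14 changed sign, to -0.0024, with a minimum of 10 counts before selection. In 6LF2 the lowest were G30 (-4.79), I11 (-4.68) and Q40 (-4.65), and the highest E121 (2.49, SD over 4 substitutions 0.94), F126 (2.03, SD over 4 substitutions 1.44) and F92 (1.98, SD over 5 substitutions 2.17). Where all 3 positions could still be ranked, the rankings moved most with 1 of 3 kept, among the lowest of 6LF2 with at least 10 counts, the highest of 7CHQ with at least 10 counts or with medians, and the highest of 7F0K with at least 1000 counts or with medians.

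**Figure D3:**
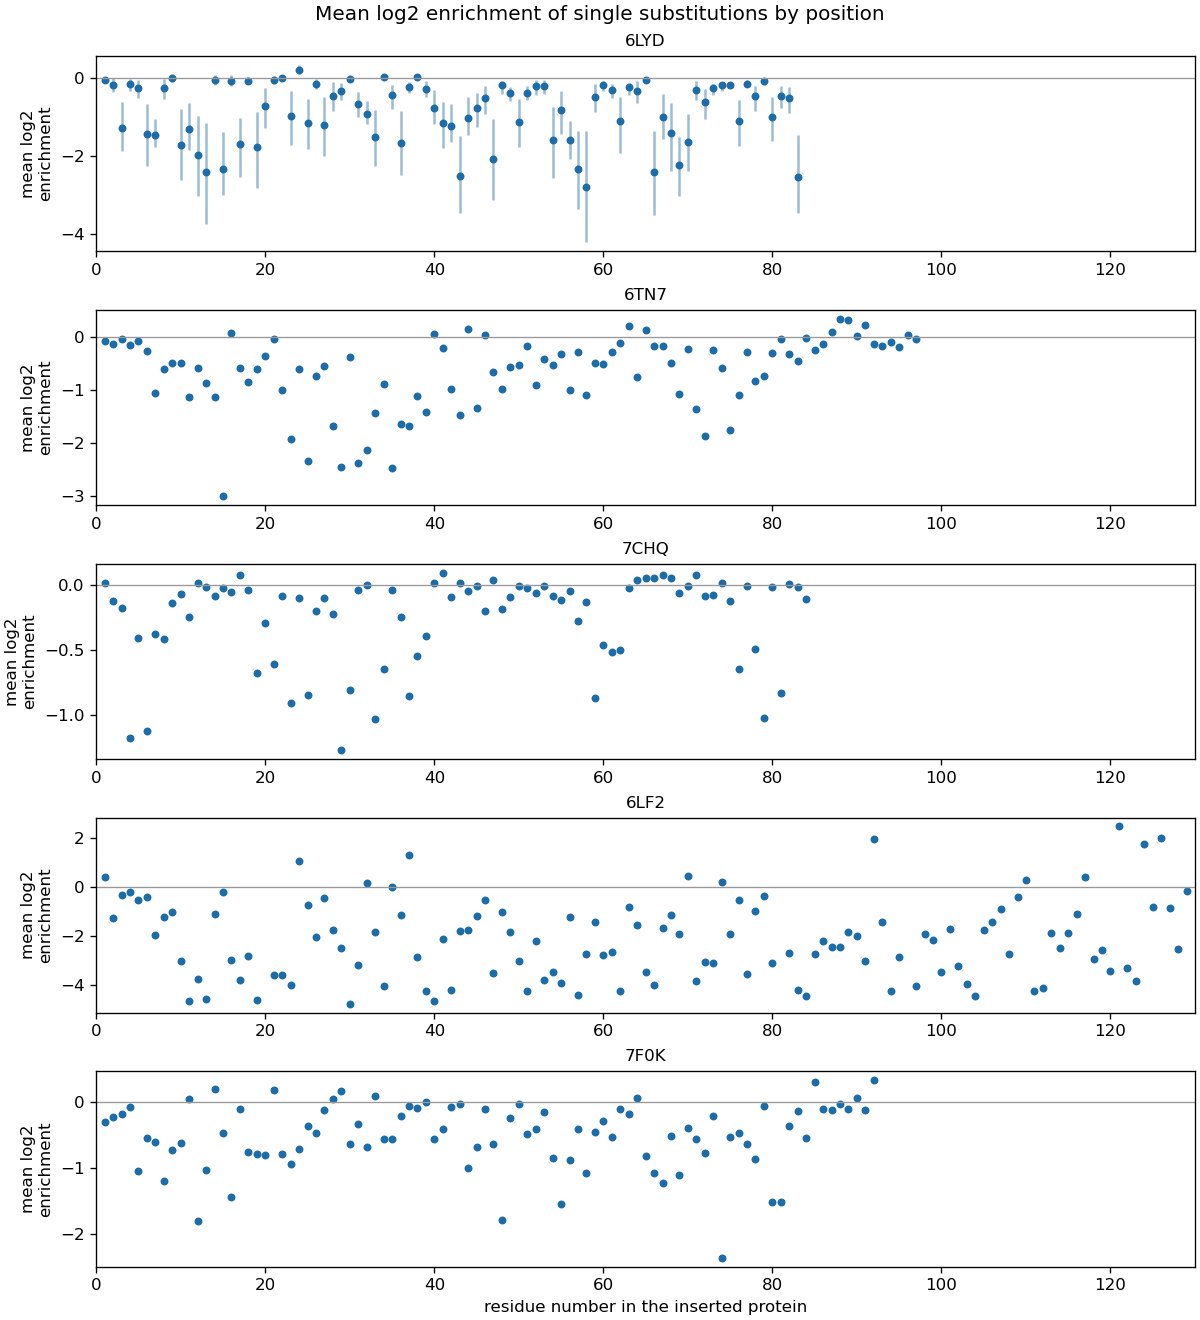
Mean log2 enrichment relative to wild type of single substitutions (vertical axes, different scales) against the residue number in the inserted protein (horizontal axis) for 5 proteins; each point is 1 position with 3 or more substitutions of at least 100 counts before selection, and the vertical lines for 6LYD span the 9 after libraries. Means run from -2.80 to 0.20 in 6LYD, -3.01 to 0.34 in 6TN7, -1.27 to 0.09 in 7CHQ, -4.79 to 2.49 in 6LF2 and -2.37 to 0.33 in 7F0K.

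Among single substitutions of the proteins with 1 after library, Q37P (-5.63, counting SE 0.54, 191 counts before and 7 after) and L29Q (-4.46, SE 0.19) were lowest in 6TN7, and Q88P (0.50, SE 0.11) and Q88L (0.45, SE 0.06) highest. In 7CHQ D25V (-2.35, SE 0.06) and D25Y (-2.02, SE 0.10) were lowest and E41Q (0.35, SE 0.12) and T71N (0.28, SE 0.09) highest. In 7F0K I55S (-4.94, SE 0.54) and H58P (-4.73, SE 0.34) were lowest and E79G (1.41, SE 0.05) and D33A (1.02, SE 0.15) highest. In 6LF2 G66R (-6.06, SE 0.63) and K27I (-5.88, SE 0.54) were lowest, while M1G went from 155 to 9591 counts (4.84, SE 0.12) and K27N from 293 to 14620 counts (4.53, SE 0.09). In that library 249 variants enriched over 8-fold took 40.0% of the after counts, against 1.40% of the before counts. The same K27N joined with M1T or M1V had log2 values of 1.16 and 1.14.

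Double substitutions were compared with the sum of their single effects. In 6LYD, of 2092 pairs, 5 lay above additivity beyond 3 counting SE as a median over libraries (range 2 to 11) and 7 below (range 1 to 16). The departures leaned below 0, with a median of -0.48. The median was -0.73 for pairs without residue 1 and -0.05 for the 657 pairs with it. In all 9 libraries, which share the before counts, 805 pairs were negative and 73 positive. Doubles with few before counts had lower log2 enrichment, so the lean cannot be ascribed to the joined substitutions alone. The single libraries gave 22 above and 43 below of 6125 pairs in 6TN7, 34 and 89 of 10972 in 7CHQ, 484 and 173 of 4147 in 6LF2, and 2188 and 3283 of 11528 in 7F0K, with median departures of -0.22, -0.21, 0.31 and -0.42. Pairs with 0 counts after selection are unseen in the targets with 1 after library. A rare pair whose singles are both strongly depleted therefore cannot fall far below their sum. Singles of 6LF2 had a median of -2.42, so its lean above 0 cannot be ascribed to the joined substitutions alone. Pairs of 7F0K had a median of 54 counts before selection, those of 6LYD 12, 6TN7 14, 7CHQ 20 and 6LF2 15, so the smallest departure that could pass differs between targets. The counts moved most with a limit of 5 SE, which left 2 above and 1 below in 7CHQ, and 0 and 0 in 6LYD and in 6TN7. Total-count scaling, which subtracts the wild-type change from every departure, gave 1220 above and 5628 below in 7F0K and 13 above and 691 below in 7CHQ.

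The pairs furthest above additivity in SE units were named for each target. In 6LYD they were T1A with S4F (0.30, SE 0.12) and T1A with D5V (0.29, SE 0.12). Both were positive in 9 of 9 libraries and within 3 SE at the median library. With total counts these departures were 0.05 and 0.02. That scale shifts every departure of a library by the wild-type change, so it does not test single pairs. The pairs of 6TN7 were L64P with G79D (2.27, SE 0.53) and G1S with L56P (0.64, SE 0.16). In 7CHQ they were A29V with F59S (2.50, SE 0.36) and L5P with F79L (1.43, SE 0.26). In 7F0K F19S with Q84L departed by 4.50 (SE 0.08) and M1V with K45E by 2.63 (SE 0.08). In 6LF2 M1V with V69A departed by 6.51 (SE 0.15), having gone from 210 to 43181 counts, and S3R with K60E by 8.59 (SE 0.27), having gone from 42 to 8525 counts.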

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

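The interaction of the label numbers was tested only after the trends over each number had been seen, as were the tests of the wild-type scale, of counts near 0, of single libraries left out and of the splits and orders of the trends; only the counting of other orders of the first number for the interaction was fixed before its result was seen.

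In 6LYD, the slope of abundance over the second label number differed with the first label number for 17 variants by an interaction term in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 287 variants had an unadjusted p under 0.05. All 17 had a higher slope at a larger first number, and 16 were single substitutions. In 108 opools 10 variants differed in this way, 8 with a higher slope, and 474 had an unadjusted p under 0.05. Of these 10, 8 were BBL variants and 0 were single substitutions; BBL held 91 of the 13712 wild-type counts before selection, and its share was 33.5% in library 25-1 and between 24.8% and 30.4% in the other 8. The item stands out because a difference between groups of libraries was itself tested. Libraries that share a first number may come from a single culture, so these counts describe the 9 libraries.

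Counts near 0 do not account for either set: the lowest after count of a called variant was 66 in 6LYD and 39 in 108 opools, where values under 10 would be needed for that explanation. With the total count in place of the wild-type count, 11 variants of 6LYD were called, 10 of them with a higher slope. TMM factors called 2, 0 of them with a higher slope, and DESeq2 size factors called 8, with 1 higher and 7 lower; these 2 scales were run after the values for the total count had been seen. The direction in 6LYD thus depended on the scale, and a product of the wild-type scale cannot be told apart from a real difference because the other scales go both ways. In 108 opools the total count left 6 variants, 4 with a higher slope, and TMM factors and DESeq2 size factors left 3 each, 2 with a higher slope, and a split of so few variants cannot show whether the wild-type scale produced the pattern. Among the 3 orders of the first numbers, 1 gave as many variants as the real order in 6LYD, the real one itself (0 and 0 in the others), and 1 in 108 opools (1 and 0 in the others). With 3 orders no share under 0.05 can be reached, so an accident of which library carries which number cannot be told apart from a real difference. A biological difference in how variants respond at different first numbers stays open and untested, since the labels do not state what the number is.

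Both sets rest on single libraries. By edgeR's test, leaving out 25-1, 100-1, 400-1 or 400-3 left 0 variants in 6LYD (155, 280, 173 and 152 at an unadjusted p under 0.05), and leaving out 25-3 gave 125, 100-3 85, 25-2 40, 400-2 22 and 100-2 12. In 108 opools 0 were left without 25-1 or 25-3 (233 and 279 at an unadjusted p under 0.05), 22 without 400-1, all 22 lower, and 77 without 100-1, 62 of them lower; there were 17 without 25-2, 6 without 100-3, 8 without 400-2, and 10 without 100-2 or 400-3. The direction in 108 opools thus changed with the libraries used, and removing a library also removes part of the range over which the slopes are compared.

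For the trend over the first number, 1 of the 3 splits that exchange the numbers between whole sets of libraries, the real one, gave as many variants in 6LYD (254, against 0 and 5) and in 108 opools (45, against 10 and 5). With 3 orders an accident of which set carries which number cannot be told apart from a trend. Reassigning single libraries within each second number gave at most 203 and 21 variants over 99 other splits, but that breaks up libraries that may share a culture and so decides nothing. For the trend over the second number, 1 of 100 splits within the levels of the first number, the real one, gave as many variants in each target. The largest count from another split was 373 against 1050 in 6LYD and 95 against 530 in 108 opools, and the median was 0. These splits keep each possible culture together, but they do not exclude a handling difference shared by libraries with the same second number. Each library is its own group here, so no test of a single library against others of its group was possible.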

How the results depend on the processing

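Analysis of each DNA sequence on its own and the omission of missing 6LYD entries were chosen after the data were examined; the remaining alternatives were fixed before. Of 99 comparisons of a number of called variants with an alternative, 67 stayed within 1.5 times and 32 moved. Of 146 comparisons of class medians, 35 moved beyond the interval, 8 changed sign and the others stayed within it. Library correlations stayed within 1 SD in 20 of 36, counts of pairs past additivity within 1.5 times in 28 of 60, and the lowest or highest 3 positions kept 2 or more members in 48 of 58. Of 370 comparisons of named variants, positions and pairs, 337 stayed the same, 26 moved, 6 no longer passed the threshold and 1 changed sign. Unless said otherwise the cause was not tested. Some alternatives could not move a result and say nothing about its stability: 6 of the 67 counts of called variants and 7 of the named values had no variant removed by the filter on low counts, 16 departures of named pairs and 10 counts of pairs were unaffected by a minimum that all their members passed, 8 position means gained no substitution at 10 counts, 5 class medians gained or lost no variant that shifts them, and total counts cannot change 6 correlations or 10 sets of positions. Of the 337 named comparisons 31 are of this kind. Leaving out missing 6LYD entries says little about the class medians. The missing variants had a median of 11 counts before selection, and the medians use variants with at least 100. The omission moved the median of the doubles from -0.4256 to -0.4243. It left those of singles, stops, prolines and other singles unchanged.

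The number of variants called by selection in 6LYD was 1579, and 904 with the DESeq2 Wald test, all 904 shared. In 108 opools the Wald test gave 730 by selection (727 shared with the 1615), 27 over the first number and 163 over the second. With at least 100 counts before selection, which leaves fewer variants to test, 485 and 533 were called in 6LYD by selection and over the second number, and 125 and 118 in 108 opools. TMM factors gave 144 over the first number in 6LYD (73 shared with the 254) and 336 over the second in 108 opools; DESeq2 size factors gave 157 and 337, and total counts gave 326 over the second number in 108 opools. Single DNA sequences, of which more are tested, gave 3429, 174 and 1172 for selection, first and second number.

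Without the replicate block, 361 variants were called by selection in 6LYD and 906 in 108 opools, all among those called with it. For selection this left both label numbers out of the model, and for each trend the other label number. Over the first number 0 were called in 6LYD by edgeR (143 at an unadjusted p under 0.05, 198 by the DESeq2 Wald test with the block) and 4 in 108 opools. Over the second number 262 were called in 108 opools and 955 in 6LYD. Leaving terms out moves their variation into the residual, so these calls are not shown to be weaker effects. The 4 named substitutions with higher abundance no longer passed without the block, and L3P and BBL L6W no longer passed the Wald test. All 7 named substitutions of 6LYD and 108 opools kept their sign in 16 of 16 alternatives.

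Leaving out 1 after library gave 33 (without 400-2) to 348 (without 25-1) variants over the first number in 6LYD, with 91, 92 and 109 without 25-3, 400-3 and 25-2. In 108 opools it gave 27 (without 400-2) to 123 (without 25-1) over the first number and 255 (without 100-3) to 504 (without 25-3) over the second, with 269, 289, 309 and 326 without 25-1, 400-3, 100-1 and 400-1. The selection counts ranged from 1502 to 1663 and from 1487 to 1850.

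Total-count scaling adds the wild-type change to every value, so it shifts all class medians of a library alike. Medians of singles changed sign to 0.086 in 108 opools, 0.21 in 7CHQ and 0.26 in 7F0K, and the 7CHQ doubles to 0.18; other singles changed sign to 0.086, 0.21 and 0.29 in the same targets. Singles moved to -0.054 in 6LYD and -0.042 in 6TN7, and their other singles to -0.046 and -0.016. Doubles moved to -0.15 (108 opools), -0.19 (6LYD), -0.069 (6TN7) and -0.21 (7F0K), variants with 3 or more substitutions to -0.41 (108 opools) and -0.91 (7F0K), and stops to -4.80 (7CHQ) and -6.48 (7F0K).

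A minimum of 10 counts before selection moved doubles to -1.22 (6LYD), -0.95 (6TN7), -0.64 (7CHQ), -3.13 (6LF2) and -0.91 (7F0K). It moved stops to -4.41 (6TN7), -3.93 (7CHQ), -4.17 (6LF2) and -5.37 (7F0K), 6LYD singles to -0.38, 6LYD other singles to -0.36 and 108 opools variants with 3 or more substitutions to -0.45. A minimum of 1000 changed the sign of that last median to 0.020, and moved 6TN7 singles to -0.22 and other singles to -0.19, 7CHQ doubles to -1.14, 7F0K variants with 3 or more substitutions to -1.92 and prolines to -1.16, and stops to -5.46 (7CHQ) and -7.66 (7F0K). A pseudocount of 5 raised stops to -5.00 (6TN7), -4.56 (7CHQ) and -5.48 (7F0K), and a pseudocount of 1 raised 7F0K stops to -6.64. Low after counts limit how far below wild type a stop variant can be measured.

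With at least 10 counts the mean correlation fell to 0.797 (neither number shared), 0.819 (first shared) and 0.818 (second shared) in 108 opools, and to 0.793, 0.803 and 0.834 in 6LYD. With at least 1000 it rose to 0.973, 0.981 and 0.981 in 108 opools and to 0.989 for a shared second number in 6LYD. Centring on the 9-library mean gave -0.340, 0.00128 and 0.214 in 108 opools and -0.357, -0.265 and 0.557 in 6LYD.

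Total counts shift every departure of a library by the wild-type change. With them, pairs above and below additivity numbered 1 and 63 in 6LYD and 5 and 257 in 6TN7. In 7CHQ the pairs numbered 13 and 691, and in 7F0K 1220 and 5628. With at least 100 counts before selection, which leaves fewer pairs, they numbered 3 and 1 in 6LYD, 9 and 2 in 6TN7, 4 and 28 in 7CHQ, 14 and 6 in 6LF2, and 847 and 1587 in 7F0K. Beyond 5 counting SE there were 0 and 0 in 6LYD and in 6TN7, 2 and 1 in 7CHQ, 133 and 67 in 6LF2, and 1358 and 1351 in 7F0K. A pseudocount of 5 raised the pairs above to 16 in 6LYD, 68 in 6TN7, 57 in 7CHQ and 1077 in 6LF2.

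Of the 3 lowest positions, a minimum of 1000 counts kept 1 in 6LYD, 0 in 6TN7, 1 in 7CHQ and 1 in 7F0K, and a minimum of 10 kept 1 in 6LF2. Of the 3 highest, a minimum of 1000 kept 1 in 6LYD and 1 in 7F0K, a minimum of 10 kept 1 in 7CHQ, and medians in place of means kept 1 in 7CHQ and 1 in 7F0K. With at least 1000 counts T58, H43, S38 and L24 of 6LYD, L15, L35 and L29 of 6TN7, I6 of 7CHQ and L12 of 7F0K no longer had 3 substitutions and were not ranked, so their loss is no change of rank. With at least 10 counts R14 of 7F0K went from 0.20 to -0.0024, Q88 of 6TN7 from 0.34 to 0.11 and I11 of 6LF2 from -4.68 to -3.67.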

Other observations

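Of the tests in this part, only the thinning of before counts was chosen before its result was seen; the split of doubles into more count bins and the tests of rounds, of dose, of glutamate and glycine stops and of clone growth in 6LF2 were chosen afterwards. The readings for the 6LYD dose test, for the other enriched positions of 6LF2 and for the rare doubles of 6LYD were made stricter after their values were seen, in each case towards leaving the question open.

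Depletion grew with the second label number. Regressed through 0 on the log2 enrichment of singles in the library with second number 1, the slopes in 6LYD were 1.79, 1.79 and 1.59 for second number 2 and 2.15, 2.33 and 1.99 for second number 3, at first numbers 25, 100 and 400. In 108 opools they were 1.42, 1.38 and 1.33, then 1.73, 1.64 and 1.57. The lowest slopes at second number 3, 1.99 and 1.57, lie above the 1.5 set for this test, and near 1 would be the value for replicate names. The slopes restate the growth in depletion that prompted the test, so passing 1.5 adds no separate support for rounds of selection. That the second number counts rounds stays a hypothesis, found and tested on the same libraries. Rounds of equal strength would give slopes near 2 and 3, and all slopes lay below these values. Measurement error in the library with second number 1 pulls slopes down. No biological explanation of the difference was tested.

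The medians of singles at second number 3 rose with the first number, from -0.56 to -0.35 in 6LYD and from -0.55 to -0.20 in 108 opools between 25 and 400. If the first number were a trimethoprim dose that adds depletion at each step, the spread of log2 enrichment over singles, which scaling leaves alone, would be larger at 400. In 108 opools the SD at 25-3 was 1.24 times that at 400-3 (95% bootstrap interval 1.17 to 1.40 over 2000 resamples of variants). The ratios at second numbers 1 and 2 were 1.15 and 1.25, but these libraries may come from the same cultures. The spread in these libraries thus went against that reading. The interval covers variants and not cultures, since each library is single, so a difference between cultures cannot be told apart from an effect of the number. In 6LYD the ratio was 1.05 (1.01 to 1.08), with 1.00 and 1.10 at second numbers 1 and 2, and 32 stop variants went the other way from the singles, with medians of -3.75, -4.92 and -5.49 at 25 and -4.11, -5.49 and -5.52 at 400 for second numbers 1, 2 and 3 and overlapping intervals. The reading cannot be told apart from its opposite there because the ratio at second number 1 does not go either way and the medians of singles and stops go opposite ways. Other meanings of the number, such as a dilution, were not tested.

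Double substitutions with few before counts had lower log2 enrichment. In 6LYD the median was -1.42 for 1402 doubles with 10 to 14 counts and -0.45 for 283 with 100 or more. In 6TN7 it was -1.30 for 3372 and -0.34 for 703, and in 7CHQ, with 15 to 19 counts, -0.67 for 4991 and -0.12 for 787. A candidate explanation is that variants pass the minimum when their before count is high by chance. Thinning the before counts into 2 equal parts 100 times gave medians that make up 0.608 of the gap in 6LYD, above the 0.5 set for the test, and 0.421 in 6TN7 and 0.397 in 7CHQ. In 7CHQ, however, the median was -0.74 (-0.77 to -0.69) for 2561 doubles with 25 to 49 counts, no higher than just above the minimum, and -0.50 (-0.63 to -0.42) for 438 with 50 to 99, below the interval of -0.15 to -0.10 at 100 or more. Chance-high counts would not lower doubles so far above the minimum, so they are not the whole cause there; what else lowers these doubles was not tested. In 6LYD the medians were -1.15 (-1.28 to -1.06) at 15 to 24 counts, -0.54 (-0.90 to -0.39) at 25 to 49 and -0.68 (-0.96 to -0.44) at 50 to 99, and in 6TN7 -1.04 (-1.14 to -0.95), -0.45 (-0.53 to -0.32) and -0.29 (-0.39 to -0.21). Chance-high counts and a real difference between rare and common doubles cannot be told apart in these 2 targets, because medians stay low past the first 5 counts above the minimum while the intervals at 50 to 99 counts overlap those at 100 or more (-0.49 to -0.40 and -0.39 to -0.28).

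Single stops at glutamate and glycine residues had a higher median log2 enrichment than other single stops in 5 of 5 targets. The differences were 1.20 (6LYD), 1.96 (6TN7), 1.21 (7CHQ), 0.12 (6LF2) and 1.92 (7F0K). That of 6LF2 is small beside the interval of its single stops, -5.34 to -4.37. Glutamate codons, and 1 of the glycine codons, become stops by 1 G-to-T change, but the codons of these inserts are not known. G-to-T errors on the abundant wild-type molecules could produce the higher medians, and would place a floor under the depletion of stops. Which other stops such errors could make was not examined, so the split does not isolate them. Stop position in the protein was not examined, and no biological explanation was tested.

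In the 6LF2 library 249 variants rose over 8-fold. They held 1.40% of the counts before selection and 40.0% after, had a median before count of 14, and 6 of them carried a stop. Of the 249, 150 had a substitution at F92, E121 or F126, the 3 highest positions. In 7F0K 30 variants rose as much and held 0.380% of the after counts, and in 6TN7 and 7CHQ there were 0. Growth of single clones for reasons outside the insert would leave doubles that join the same substitution with one at residue 1, which are other clones, unenriched. For 5 singles at the 3 positions, 9 of 9 such doubles were above 1, with a median of 3.76 (3.10 to 4.50), against -2.26 for all 1110 doubles with residue 1. That argues against clone growth for these positions, and an effect of the substitutions themselves is a hypothesis that may be examined with a second library. For 8 singles elsewhere the median was 1.28 over 14 doubles, 9 of them above 1, but they ran from -3.23 to 4.02. There clone growth cannot be told apart from an effect of the substitution, because members go both ways: doubles with I124N and I124T reached 3.05 to 4.02, whereas those with Q63L (-2.69 and -3.23) and S120T (-2.60) fell. These members were singled out after their values were seen.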
